A study of Homo sapiens and Mus musculus with 16 samples. Its data were reported in "DHX36 binding induces RNA structurome remodeling and regulates RNA abundance via m6A reader YTHDF1" (2024).

How the data were processed

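RNA structure was probed in living cells by Structure-seq, in which a small molecule modifies unpaired nucleotides and the modified positions stop reverse transcription. The 16 samples fell into 8 groups of 2, taken from the sample labels: wild-type (WT) and DHX36 knockout (KO) HEK293T cells treated with 50 mM NAI or with DMSO as the mock, and WT and KO C2C12 myoblasts treated with 20 mM DMS or with DMSO. Probing lasted 15 min at 37 °C. Per the methods, the libraries were made from poly(A)-selected RNA. NAI acylates the 2'-OH of flexible nucleotides of any base, whereas DMS methylates unpaired A and C. The titles of the C2C12 samples name NAI, but their treatment field, their protocol and the methods of the study name DMS, and they were grouped as DMS.

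Per the methods and the labels, the authors trimmed adapters with Cutadapt 1.15, mapped reads to GENCODE transcripts with Bowtie2 2.3.3.1, counted reverse transcription stops (RT stops) with StructureFold2 and kept transcripts above a minimum average coverage. The submitters' processing notes name the genome builds hg38 and mm10. At each nucleotide the log of the RT stop count was divided by the mean log count of its transcript, in the probed and in the mock sample. The mock value, multiplied by a correction for library size, was then subtracted from the probed value. The result was divided by a scale taken from highly reactive nucleotides. The scale of the WT sample was used for KO too, so a difference in overall signal between genotypes stays in the values. The authors deposited, for each transcript, a reactivity score in the form of its average, its maximum and its standard deviation along the transcript, and the Gini index of those scores, a fraction between 0 and 1 that is high where reactivity is concentrated in few nucleotides. The highest maximum in the WT profiles was 7. In HEK293T, 7.1% of transcripts in WT and 6.4% in KO had this maximum, and in C2C12 4.9% in each. For them 7 may be a ceiling, which limits what division by the maximum can show. Replicates were merged by the authors before these statistics were computed, by averaging in HEK293T and by combining in C2C12 as the column names have it, whereas the methods describe RT stops combined over replicates for both lines, so the files hold 1 profile per genotype and cell line, 4 profiles in all. RT stop counts were not used here, so the depth behind each value is unknown, and no interval that needs it is given.

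The HEK293T tables listed 54536 transcripts and 24381 were listed in C2C12. GENCODE release 44 for human and release M21 for mouse served as reference, which are not the releases the authors used. HEK293T transcripts were named by transcript identifier without its version. Of these, 98.4% matched, and the other 850 transcripts were left out. Lengths, GC content and UTR lengths of HEK293T transcripts were taken only where the version was identical too (92.1%). C2C12 names and lengths came from the deposited tables, and UTR lengths and GC content from the reference (99.4% identical versions). In C2C12, 1 transcript without a value was left out. This left 20687 and 6832 genes.

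For each gene the average reactivity was the mean over its listed transcripts, in WT and in KO, and the change was log2((KO + 0.01)/(WT + 0.01)). The change in Gini index was KO minus WT of the same means. Because there is 1 profile per genotype, no test across samples could be made and no p-value is given. Genes are not replicates. Intervals of shares are exact binomial intervals and intervals of medians come from order statistics, both at 95% and covering the number of genes only. Isoforms of a gene share reads, so the range over isoforms is no replicate error either.

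A total of 28 gene lists were fixed before the data were examined: 24 textbook families, marker sets and named genes, and 4 lists of DHX36 targets taken from complete tables of the study. The median change of each list with at least 3 members was placed among the medians of 10000 random lists of the same size, drawn with replacement from genes with a protein-coding transcript and matched on decile of the mean of WT and KO average reactivity. A list was said to stand apart below percentile 2.5 or above 97.5, as a description of these profiles. The restriction to genes with a protein-coding transcript, and a further matching on Gini index, were chosen after seeing the data, and a first look at the lists with fewer random draws came before these choices. The procedure was tested on simulated data, in which values were shuffled among genes of similar level. In HEK293T, over 7702 genes, lists of 40 genes shifted by -0.2 on the log2 scale stood apart in 97 of 100 simulations and unshifted lists in 5. In C2C12, over 6003 genes, the counts were 100 and 2. Small lists were found less often, since lists of 10 genes with the same shift stood apart in 42 simulations in HEK293T and 88 in C2C12, and with a shift of -0.1 in 11 and 39. The shuffle removes what members of a real family share. These counts therefore do not show how often families stand apart without a shift.

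Genes named in the text followed a rule fixed at the same time as the lists: DHX36; the mRNAs the study followed up; in each line the 6 lowest and 6 highest log2 changes, and the 4 lowest and 4 highest changes of the Gini index, among genes whose mean level was at or above the median of all genes; the 2 lowest members and the highest member of lists described; and the 6 genes lowest and the 6 highest in both lines by the change nearer to 0. Some genes that this rule names are not reported here. Genes were matched between lines by identical symbol, ignoring case. Relations to length, UTR length and GC content were Spearman correlations across genes with a protein-coding transcript, computed only where at least 80% of the genes had a value. Alternatives were the unit (each transcript, the longest transcript, genes with 1 transcript), the pseudocount, a filter on low values, scaling by the maximum or the standard deviation of the same profile, the matching of random lists, and, chosen after seeing the data, protein-coding transcripts only. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 were used.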

Results

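Structure-seq profiles of WT and DHX36-KO cells were collected in HEK293T, a human embryonic kidney line, and in C2C12, a mouse myoblast line. DHX36 is a DEAH-box helicase that binds and unwinds G-quadruplexes, stacked structures formed by G-rich RNA. Average reactivity is the mean over a transcript of values set relative to that transcript's own mean log stop count, less the mock and divided by the WT scale, so it also depends on the mock correction and the shape of the profile and does not count reacting nucleotides. A high Gini index means that reactivity was unevenly spread along it. The samples made 8 groups of 2, but the merged tables give 1 profile per genotype and line, so none of the differences below has a replicate check. The words "lower" and "higher" describe these profiles only. The tables covered 20687 genes in HEK293T, of which 7702 had a protein-coding transcript, and 6832 genes in C2C12, of which 6003 had one.

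The comparison of KO with WT HEK293T cells asked how the loss of the helicase changes RNA structure across the transcriptome. DHX36 itself (ENSG00000174953, chromosome 3, 154275668 to 154324460 on GRCh38) had an average reactivity of 0.179 in WT and 0.148 in KO, a log2 KO/WT of -0.26 over 3 listed isoforms. This value does not check the deletion. Its sign turned when divided by the maximum (0.09) or the standard deviation (0.06) of the profile. Most genes had lower average reactivity in KO: 84.4% of all genes (95% interval 83.9% to 84.9%), with a median log2 KO/WT of -0.16 (quartiles -0.32 and -0.05). Genes with a protein-coding transcript had a median of -0.26 and genes without one a median of -0.13. By transcript class, protein-coding isoforms had a median of -0.39 (n = 21378), nonsense-mediated decay isoforms -0.41 (n = 4368), retained-intron isoforms -0.27 (n = 7925), snRNAs -0.27 (n = 594), processed pseudogenes -0.14 (n = 3781) and lncRNAs -0.11 (n = 7888). The selection for poly(A) limits what values of RNAs without a poly(A) tail can show.

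For the Gini index, the median difference between KO and WT was 0.00338 over all genes and the index was higher in KO for 60.0% of them. Over protein-coding transcripts alone the median difference of the gene means was -0.00286 and 46.2% of genes were higher, whereas with each protein-coding transcript as the unit it was 0.00395 and 55.7% of transcripts were higher. Protein-coding transcripts with the most even WT profiles had a median difference of 0.0464 (92.2% higher) and the 2 least even of 5 groups -0.0187 (34.4% higher) and -0.0125 (33.3% higher). This split was chosen after the data were seen, and because the WT index is on both sides of it, regression to the mean may contribute. When the average reactivity of each transcript was divided by its maximum in the same genotype, the median log2 KO/WT was -0.05 and 59.0% of genes were lower in KO. Divided by the standard deviation, the median was -0.03 and the share 59.6%. Because a scaling moved the median of all genes this far, differences from the median coding gene are also given for some gene lists. These are stress response and zinc finger genes in HEK293T and ribosomal protein genes in C2C12. They are not always the lists farthest from it.

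**Figure D1:**
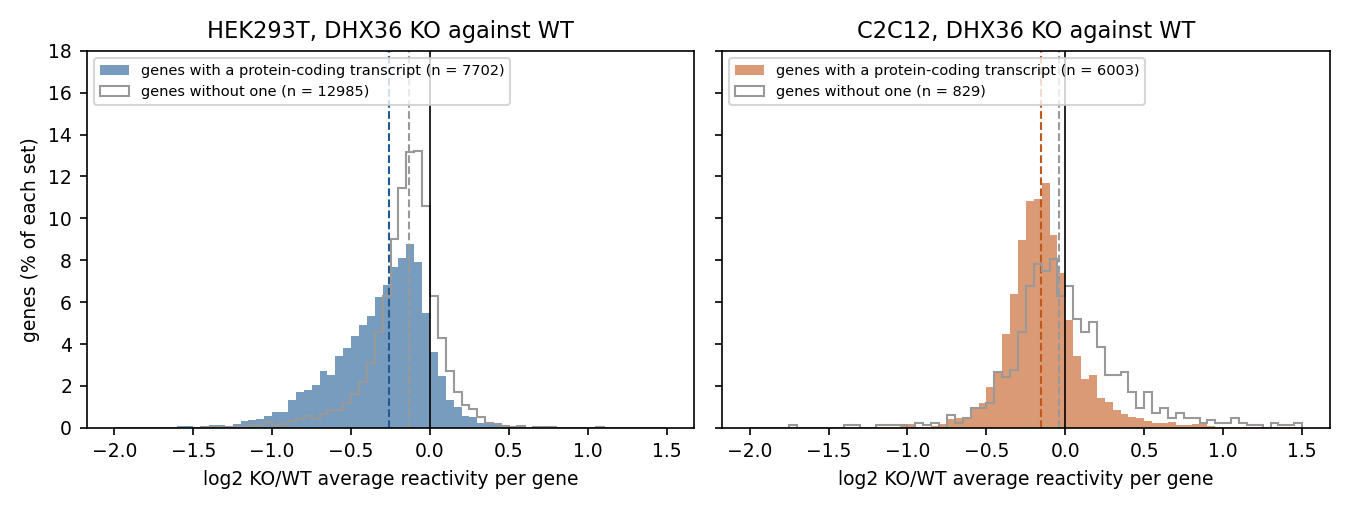
Distribution of log2 KO/WT average reactivity per gene in HEK293T (left) and C2C12 (right), as percent of each set of genes, where filled histograms are genes with a protein-coding transcript, grey outlines genes without one, dashed lines their medians and the solid line no change, and values beyond the axes are not drawn. In HEK293T coding genes the median lies at -0.26 and in C2C12 coding genes at -0.15.

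Among HEK293T genes at or above the median level the lowest values belonged to the host gene SNHG32 (-1.92), the unfolded protein response factor XBP1 (-1.80), asparagine synthetase ASNS (-1.79), the mitochondrial folate enzyme MTHFD2 (-1.57) and MAGED2 (-1.57). XBP1, for example, had an average reactivity of 0.254 in WT and 0.066 in KO (chromosome 22, 28794555 to 28800597). The same direction held for every listed isoform of XBP1, from -1.89 to -1.56, and of ASNS, from -1.98 to -1.13. The highest values were those of BEGAIN (2.85), GDAP1L1 (2.18), ETV4 (2.02), the transcription factor EGR3 (1.95), the mismatch repair gene MLH3 (1.73) and PTPRH (1.56). These 6 genes had WT Gini indices of 0.959 or more, that is, nearly all WT reactivity in few nucleotides, and lower Gini indices in KO. Of them only GDAP1L1 and EGR3 had a listed protein-coding isoform. BEGAIN and ETV4 each had 1 retained-intron isoform, MLH3 had 1 nonsense-mediated decay isoform and PTPRH had 1 without a defined coding sequence. The largest increases in Gini index were those of SNHG32 (0.237), the ribosomal pseudogenes RPS2P46 (0.232) and RPS2P5 (0.232), whose reads cannot be told from each other or from RPS2 with certainty, and BEX1 (0.218). The largest decreases were those of CSDC2 (-0.323), the cytokine IL11 (-0.239), C1QTNF1 (-0.210) and the lncRNA gene ENSG00000271992 (-0.209).

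The mRNAs that the study followed up in these cells were all lower in KO: the proline synthesis enzyme PYCR1 at -1.13, the transcription factor JUN at -1.09, ZNF768 at -0.78, the membrane linker ezrin (EZR) at -0.72, cyclin A2 (CCNA2) at -0.55, PHF23 at -0.41 and MEPCE at -0.24. After division by the maximum, JUN (0.04), PHF23 (0.23) and MEPCE (0.33) lay above 0. Divided by the standard deviation, EZR did (0.06), with PHF23 and MEPCE. Their median of -0.72 lay at percentile 0.05 of random lists, at 4.97 with the Gini match and, divided by the maximum, at 44.1 with a median of -0.04. The study presents these mRNAs, or sites in them, as examples of lower accessibility in KO from these same samples. The list and its percentile are therefore not independent evidence of direction.

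Genes of the endoplasmic reticulum (ER) and integrated stress response had the lowest median of the lists in HEK293T, though not after division by the maximum, where ribosomal protein genes (-0.42), mitochondrially encoded mRNAs (-0.40) and others were lower. All 16 members were lower in KO, with a median log2 KO/WT of -1.23, a difference of -0.98 from the median coding gene, at percentile 0. The chaperone calreticulin (CALR, -0.49) was the highest member. The coverage behind these values is not known. All 28 aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, were lower too (median -0.68, percentile 0), from SARS1 (-1.46) and WARS1 (-1.34) to HARS1 (-0.06). Translation initiation factors had a median of -0.58 with 38 of 39 lower (percentile 0), led by EIF1B (-1.32) and EIF3D (-1.19), with EIF5A2 highest (0.11). The CCT chaperonin, which folds actin and tubulin, had 8 of 8 subunits lower (median -0.66, percentile 0.88), CCT3 (-0.98) and CCT7 (-0.96) lowest and CCT6A (-0.36) highest. Each of these 4 lists also stood apart when random lists were matched on Gini index as well, at percentiles 0, 0.33, 1.2 and 0.91. With a match on length, the CCT list lay at percentile 2.68. Division by the maximum or the standard deviation made all 4 medians smaller. The stress response median became -0.26 and -0.16, the synthetase median -0.09 and -0.05, the initiation factor median -0.11 and -0.10 and the CCT median -0.35 and -0.22. Scaled by the maximum, synthetases lay at percentile 5.48 and no longer stood apart, and WARS1 was above 0 under both scalings (0.05 and 0.03).

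Mitochondrially encoded mRNAs, proteasome subunits and cell cycle genes were lower than level-matched lists but not than lists matched on Gini index too. All 12 mitochondrial mRNAs were lower in KO, with a median of -0.72 (percentile 0, and 51.7 with the Gini match), MT-ND4L (-0.93) and MT-ND4 (-0.84) lowest and MT-ATP8 (-0.22) highest. All 36 proteasome subunits were lower (median -0.52, percentiles 0.17 and 13.4), PSMD14 (-1.001) and PSMB7 (-0.94) most. Of the cell cycle and replication genes, 38 of 40 were lower (median -0.46, percentiles 0.07 and 50.4), with the sliding clamp PCNA at -1.33, thymidylate synthase (TYMS) at -1.08 and CDK5 at 0.41, which was below 0 under both scalings (-0.32 and -0.17). Their median was -0.06 divided by the maximum (percentile 16.4) and -0.03 divided by the standard deviation. Short-lived regulatory mRNAs had a median of -0.46 (12 of 14 lower, percentiles 1.85 and 8.03), with the stress-induced factor ATF3 at -2.22, JUN at -1.09 and EGR3 at 1.95, and one of -0.10 divided by the maximum (percentile 12.6). Splicing factors and hnRNPs had a median of -0.37 (58 of 59 lower, percentiles 0.96 and 1.73), led by SF3B6 (-1.11) and HNRNPH3 (-0.94). With a match on length, the proteasome (4.73), short-lived mRNAs (3.47) and splicing factors (3.04) no longer stood apart, and over the longest transcripts splicing factors had a median of -0.27 at percentile 47.6.

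Zinc finger mRNAs stood apart on the other side. Their 275 members had a median of -0.08, a difference of 0.18 from the median coding gene, at percentile 100 under both matchings, with ZNF664 at -0.96, ZNF76 at -0.92 and ZSCAN20 at 0.32. Of these, 214 were lower in KO, but divided by the maximum or the standard deviation their median lay above 0 (0.05 and 0.06), as did ZNF76 (0.15 and 0.23), and by the maximum the list no longer stood apart (percentile 68.9). All 86 cytosolic ribosomal protein genes were lower in KO, from RPLP0 (-0.91) and RPL19 (-0.88) to RPLP2 (-0.01). Their median of -0.37 lay at percentile 20.0 among level-matched lists, at 0 with the Gini match and at 83.8 with the length match. Over the longest transcripts it was -0.18, at percentile 99.7 and so on the high side. Their Gini index was higher in KO in 86 of 86, by a median of 0.0563, as it was in all 12 mitochondrially encoded mRNAs (0.0635).

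Lists of DHX36 targets were compared as well. mRNAs bound by DHX36 that were post-transcriptionally more abundant in a knockout of HEK293 cells had a median of -0.44 (306 of 319 lower, percentile 0, and 4.20 with the Gini match), with ATF3 (-2.22) and ASNS (-1.79) lowest and LCOR (0.42) highest, but divided by the maximum or the standard deviation, their median lay above 0 (0.09 and 0.07), and by the maximum the list stood apart on the high side (percentile 99.99). Bound mRNAs that were less abundant there had a median of -0.22 (100 of 116 lower, percentile 63.0), but by the maximum -0.11 (percentile 0.01) and by the standard deviation -0.06, so scaling reversed the order of these 2 lists. Over the longest transcripts the bound mRNAs that were less abundant lay at percentile 98.8. In that list the apoptosis gene PMAIP1 (-1.92) and the polyamine enzyme SAT1 (-1.78) were lowest. Genes with a 3' UTR DHX36 site that overlaps m6A had a median of -0.43 (260 of 281 lower) and those with YTHDF1 binding, an m6A reader, a median of -0.43 (300 of 321 lower), both at percentile 0 and, with the Gini match, at 0.495 and 1.10. Scaling made these medians smaller, at -0.08 and -0.09 by the maximum and -0.04 for both by the standard deviation. The other lists did not stand apart from level-matched lists, and their medians are given in parentheses: DEAD and DEAH box helicases (-0.45), glycolysis (-0.51), selenoproteins (-0.42), m6A factors (-0.34), mitochondrial ribosomal proteins (-0.27), nuclear oxidative phosphorylation subunits (-0.25), genes with published G-quadruplex or DHX36 sites (-0.19), histones (-0.11), and markers of matrix and fibroblasts (-0.45), myoblasts (-0.05) and myotubes (-0.12). The maximum-scaled medians of helicases (0.02), m6A factors (0.03), published sites (0.17), matrix markers (0.02) and myoblast markers (0.31) lay above 0, and divided by the standard deviation all of these but the matrix markers did. In all, 14 of 27 lists stood apart, the mRNAs followed up by the study among them. Of these 14, 10 also did with a match on length, 8 with a match on Gini index and 8 with the average divided by the maximum. For lists of unrelated genes 1.35 would be expected, but the members of these lists are not unrelated. The Gini match also set apart nuclear oxidative phosphorylation subunits (0.18), published sites (99.4) and myoblast markers (97.8). Division by the maximum set apart nuclear oxidative phosphorylation subunits (0), ribosomal proteins of the cytosol (0) and mitochondria (0.01), glycolysis (0.03), histones (0.36, median -0.29), selenoproteins (0.49) and published sites (97.8). Over the longest transcripts helicases stood apart (1.09).

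**Figure D2:**
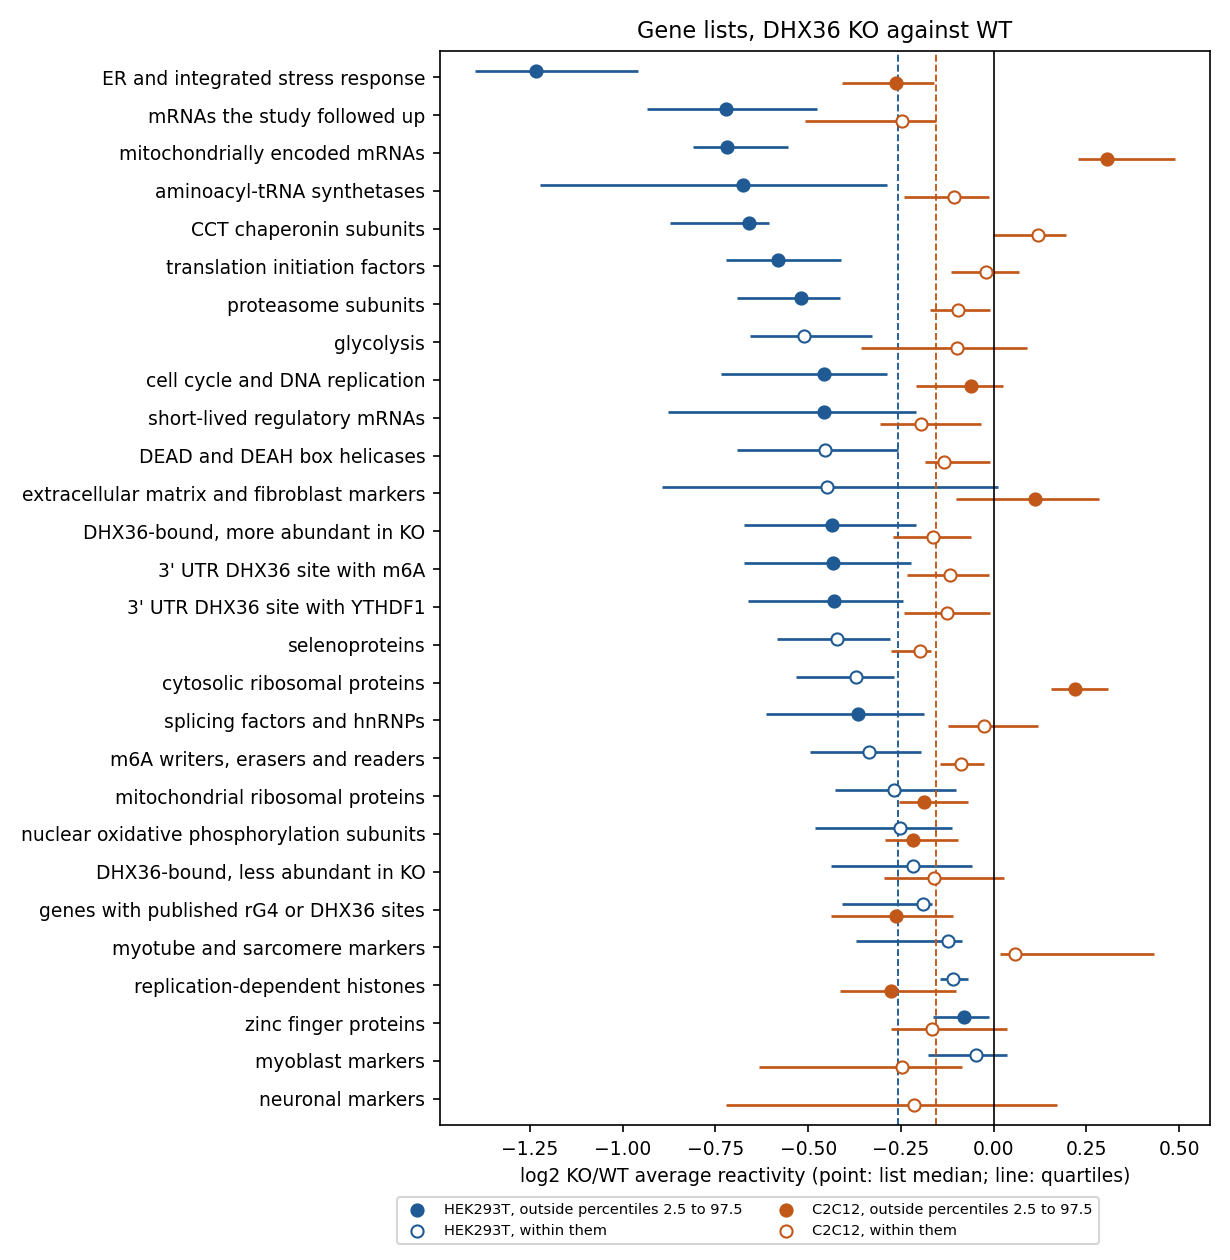
Median log2 KO/WT average reactivity of each gene list (points) with its quartiles (lines) in HEK293T (blue) and C2C12 (orange); filled points stand apart from level-matched random lists, and dashed lines mark the median coding gene of each line. Ribosomal protein genes have a median of -0.37 in HEK293T and 0.22 in C2C12, and stress response genes -1.23 and -0.26, the last turning to 0.12 when divided by the standard deviation.

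The same comparison in C2C12 myoblasts asked whether the loss of DHX36 has similar effects in another cell type, here with DMS. Average reactivity was lower in KO for 76.0% of all genes (95% interval 74.98% to 77.0%), with a median log2 KO/WT of -0.14 (quartiles -0.27 and -0.01). Genes with a protein-coding transcript had a median of -0.15 and genes without one -0.04. The median Gini difference was 0.00349 and 55.5% of genes were higher. Over genes with 1 listed transcript the difference was -0.00033 and 49.4% were higher. Divided by the standard deviation, the median log2 KO/WT was -0.03 and 56.7% of genes were lower. Divided by the maximum, -0.17 and 70.0%. Dhx36 was not analysed here.

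Among C2C12 genes at or above the median level, 6 had the lowest values. They were the small heat shock proteins Hspb1 (-1.19) and Cryab (-0.98), the GTPase Rhob (-0.96) and 3 prolactin family genes. These 3, Prl2c3 (-0.98), Prl2c5 (-0.94) and Prl2c2 (-0.87), are near-identical paralogs for which reads cannot be assigned to 1 gene with certainty. Divided by the maximum all 6 stayed below 0, but divided by the standard deviation all 6 lay above it, from 0.07 for Cryab to 0.33 for Prl2c2. Hspb1 (chromosome 5, 135887919 to 135889563 on GRCm38) had an average reactivity of 0.291 in WT and 0.122 in KO. The highest values at or above the median level were those of AU018091 (2.99), the osteoblast factor Sp7 (2.86), Mfsd6 (2.83), Calcrl (2.63), Tspan7 (2.48) and Tspan32 (2.25). These genes had WT Gini indices of 0.888 or more. Sp7 was listed with 1 isoform of the class processed transcript and Tspan32 with 1 retained-intron isoform, so neither value is that of a protein-coding isoform. The Gini index was higher in KO for the myosin light chain Myl9 (0.308), the matrix proteoglycan Bgn (0.228), Exosc3 (0.164) and the matrix protein Thbs1 (0.162), and lower for Gm10181 (-0.462), Gm11027 (-0.306), Gm10985 (-0.255) and AU018091 (-0.173). Exosc3, too, was listed with 1 processed transcript only. Of the genes followed up by the study, Ezr was at -0.55, Phf23 at -0.51, Jun at -0.25, Mepce at -0.16 and Ccna2 at -0.01, where its isoforms ran from -0.03 to 0.01. Divided by the standard deviation, Ezr (0.19), Phf23 (0.14) and Mepce (0.01) lay above 0.

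Cytosolic ribosomal protein genes were higher in C2C12 KO without exception. All 82 were above 0, with a median of 0.22, a difference of 0.37 from the median coding gene, at percentile 100 under the level, length and Gini matchings. Rpl23 (0.01) was lowest and Rpl14 (0.57) highest. The median stayed above 0 under both scalings. Mitochondrially encoded mRNAs had a median of 0.30 (12 of 13 higher, percentile 98.3), with mt-Nd4l at 0.61, mt-Co1 at 0.21 and mt-Nd6 alone below 0 at -0.21. Markers of extracellular matrix and fibroblasts had a median of 0.11 (12 of 18 higher, percentile 97.8; 83.0 with a match on length), from Timp2 (-0.47) and Col18a1 (-0.37) to Thbs1 (1.16), and a median of -0.14 after division by the maximum, where Thbs1 was at -0.73. Cell cycle and replication genes lay above level-matched lists at a median of -0.06 (percentile 98.7), but divided by the maximum they stood apart on the low side (-0.32, percentile 1.9), and over the longest transcripts they lay at percentile 90.6. Among them were Ccnd3 at -0.47, Cdc25b at -0.37 (0.42 divided by the maximum) and Ccnd2 at 0.39.

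On the low side, 30 of 31 replication-dependent histone genes were lower in C2C12 KO (median -0.28, percentile 0.02), H2ac19 (-0.48) and H2ac12 (-0.47) most and H2bc8 (0.08) least. Their near-identical members share reads. The libraries were poly(A)-selected, and whether the histone RNAs behind these values carried a poly(A) tail was not tested. Nuclear oxidative phosphorylation subunits had a median of -0.22 (56 of 61 lower, percentile 0, and 18.1 with the Gini match), with Uqcr10 at -0.58, Ndufa1 at -0.50 and Ndufb7 at 0.17, but a median of -0.02 divided by the standard deviation, and by the maximum percentile 87.3. Mitochondrial ribosomal proteins had a median of -0.19 (60 of 68 lower, percentile 1.02; 10.9 with a match on length), with Mrps10 and Mrpl23 at -0.42 and Mrpl12 at 0.14. Stress response genes had a median of -0.26 (15 of 16 lower, percentile 0.59, and 66.0 with the Gini match), with Ddit3 at -0.61, Chac1 at -0.48 and Calr at 0.14, but 0.12 after division by the standard deviation, with Ddit3 (0.41) and Chac1 (0.15) above 0. Genes with published G-quadruplex or DHX36 sites had a median of -0.26 (13 of 14 lower, percentile 1.82, and 17.6 with the Gini match). Among them were Mmp16 at -2.95, Cdkn1a at -0.61 and Bcl2 at 1.13. Their median was 0.02 after division by the standard deviation. Over the longest transcripts they lay at percentile 26.3 and mitochondrial ribosomal proteins at 24.2. Divided by the maximum they lay at percentile 58.3 and stress response genes at 93.9. None of these stood apart.

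The remaining C2C12 lists did not stand apart from level-matched lists. Their medians were 0.12 for CCT subunits, 0.06 for myotube markers, -0.02 for initiation factors, -0.03 for splicing factors, -0.09 for m6A factors, -0.10 for the proteasome, -0.10 for glycolysis, -0.11 for aminoacyl-tRNA synthetases, -0.13 for helicases, -0.17 for zinc finger genes, -0.19 for short-lived mRNAs, -0.20 for selenoproteins, -0.22 for neuronal markers, -0.25 for myoblast markers and -0.25 for the mRNAs followed up. DHX36-bound mRNAs that were more abundant in the HEK293 knockout had a median of -0.16, those less abundant -0.16, genes with an m6A-overlapping site -0.12 and those with a YTHDF1 site -0.13. The sites behind these 4 lists were mapped in human HEK293 or HEK293T cells, and the genes were matched to mouse by symbol. No list of DHX36 sites mapped in C2C12 was examined. Scaling by the maximum turned the signs of the CCT (-0.02), myotube (-0.03), glycolysis (0.07) and neuronal (0.19) medians. Scaling by the standard deviation turned those of the myotube (-0.13), glycolysis (0.18), neuronal (0.24) and zinc finger (0.06) lists, of the mRNAs followed up (0.01) and of the bound mRNAs less abundant in the HEK293 knockout (0.00237). In all, 9 of 28 lists stood apart, where 1.4 would be expected for lists of unrelated genes. Of these 9, 7 also did with a match on length, 6 with a match on Gini index and only 3 with the average divided by the maximum. Other lists stood apart under an alternative, among them CCT subunits (99.2 with length, 99.9 with Gini), initiation factors (97.6 and 98.5), splicing factors (99.5 with Gini), glycolysis (99.4 with Gini) and the bound mRNAs more abundant in the HEK293 knockout (1.01 with length). With the average divided by the maximum, so did zinc finger genes (99.7), neuronal markers (98.2), helicases (1.64) and genes with an m6A-overlapping site (0.09).

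Genes were then compared between the cell lines, which differ in species, in probe, in library preparation and in the merging of replicates. Over 4487 genes with the same symbol, 3235 were lower in KO in both lines (72.1%). The shares of each line alone, 92.0% and 78.3%, give 72.0% for independent changes. The Spearman correlation of log2 KO/WT across genes was 0.0311 (-0.0304 over protein-coding transcripts), and that of the Gini difference 0.0356. The WT profiles correlated at 0.358 for average reactivity and 0.479 for the Gini index. Genes are not independent replicates. Genes lowest in both lines were HSPB1 (-1.13 in HEK293T and -1.19 in C2C12), RHOB (-1.16 and -0.96), the lysosomal protease CTSL (-0.98 and -0.79), FLOT1 (-0.90 and -0.75), the proteasome subunit PSMD8 (-0.81 and -0.74) and the autophagy receptor SQSTM1 (-1.03 and -0.73). Divided by the standard deviation all 6 C2C12 values lay above 0, from 0.02 for Psmd8 to 0.28 for Flot1. Genes highest in both were NAT14 (0.62 and 1.46), PLXNA2 (0.44 and 0.58), ANK2 (0.48 and 0.43), PET100 (0.36 and 0.52), SYT11 (0.23 and 0.56) and ACAT2 (0.20 and 0.24). PLXNA2 had no listed protein-coding isoform in either line, and ANK2 had none in HEK293T. Divided by the maximum, ACAT2 lay below 0 in both lines (-0.12 and -0.68) and NAT14 and PET100 in HEK293T (-0.17 and -0.04). Division by the standard deviation also put ACAT2 below 0 in both lines and NAT14 in HEK293T.

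**Figure D3:**
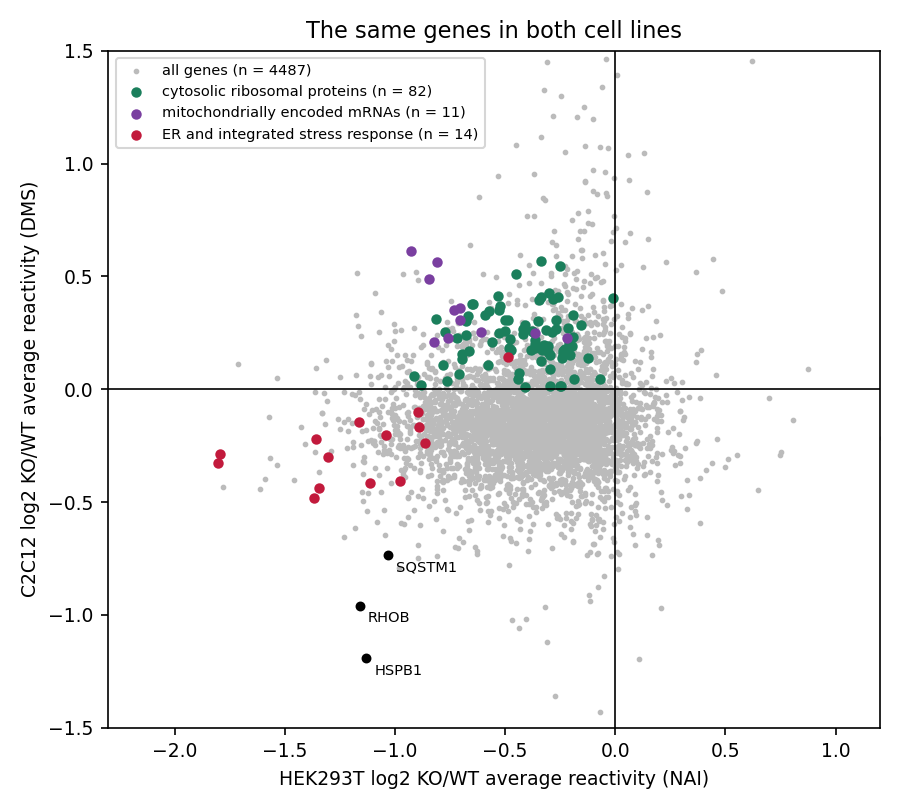
Log2 KO/WT average reactivity of 4487 genes in HEK293T (x axis, NAI) and C2C12 (y axis, DMS), 1 point per gene, with 3 gene lists in colour and 3 named genes in black; 15 genes lie beyond the axes. Ribosomal protein genes lie below 0 in HEK293T (86 of 86 listed) and above 0 in C2C12 (82 of 82 listed).

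Changes were finally set against transcript architecture, over genes with a protein-coding transcript. In HEK293T log2 KO/WT correlated with 3' UTR length at a Spearman coefficient of 0.190. Of 5 groups of genes by 3' UTR length, the shortest had a median of -0.29 and the longest -0.17, with -0.37 in the next shortest. The coefficient was 0.136 for transcript length, 0.0170 for 5' UTR length and 0.00657 for GC content, which was -0.0142 over transcripts. In C2C12 it was 0.111 for 3' UTR length, 0.119 for transcript length, 0.0161 for 5' UTR length and -0.176 for GC content, with medians of -0.12 in the group of genes poorest in GC and -0.21 in the richest. The change in Gini index correlated with transcript length at -0.440 in HEK293T and -0.0348 in C2C12.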

Values the study reported

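The study reported a fold change of 0.74 in average SHAPE reactivity and of 1.03 in the Gini index between KO and WT HEK293T cells over 7792 mRNAs, taking the most abundant mRNA of each gene. It identified 517 upregulated and 149 downregulated mRNAs bound by DHX36 as its post-transcriptional targets.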

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

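Gene lists with at least 5 members in each line are given here whose median had opposite directions in the 2 cell lines; the differences were not tested. The tests of the probes and of length in HEK293T were chosen only after the result was seen.

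Cytosolic ribosomal protein genes had a median log2 KO/WT of -0.37 in HEK293T and 0.22 in C2C12, with the same signs under both scalings. Mitochondrially encoded mRNAs had medians of -0.72 and 0.30. CCT chaperonin subunits had medians of -0.66 and 0.12, the latter -0.02 when divided by the maximum. Markers of extracellular matrix and fibroblasts had medians of -0.45 and 0.11, which were 0.02 and -0.14 when divided by the maximum. Myotube markers, with 3 members in HEK293T, also had opposite medians (-0.12 and 0.06).

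For the ribosomal protein genes, short transcripts are argued against in C2C12, where their median lay at percentile 100 of random lists matched on level and length. In HEK293T length stays open, since the median was not low against length-matched lists (percentile 83.8), nor did it stand apart without that match. Reads shared with pseudogenes cannot be told apart from other sources: the HEK293T median of genes with a listed processed pseudogene minus that of genes without was -0.0759, inside the bound of 0.1 set in advance against this explanation. Only 6 genes had none and the bootstrap interval, -0.32 to 0.13, is wider than the bound, and this need for an interval was added after the value was seen. The probes differ together with the species and the cell type. Per the methods the adapters and the size selection of the libraries differ too, and per the column names so does the merging of replicates. The difference of 0.59 between the medians therefore cannot be told apart from one between NAI and DMS or between these procedures. A difference between the cell types in the response to the loss of DHX36 stays open, untested.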

How the results depend on the processing

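Alternatives limited to protein-coding transcripts, to random lists matched on Gini index or to random lists from all genes were chosen after seeing the data. Of the values answering a comparison, 30 stayed within their interval or within 1.5 times the count, 44 kept their direction and moved, and 6 changed sign or side; the cause was not tested. No paired analysis was possible because each genotype and line has 1 merged profile, and leaving out a replicate was not possible for the same reason. The depth behind each value is unknown, so what it limits cannot be given.

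In HEK293T the median log2 KO/WT was -0.0544 with the average divided by the maximum (59.0% of genes lower in KO), -0.0284 divided by the standard deviation (59.6%), -0.26 over every transcript (88.1%), -0.14 over genes with 1 transcript (81.5%), -0.28 over protein-coding transcripts (89.1%), -0.16 without the genes lowest in level (81.8%), and -0.17 and -0.11 with pseudocounts of 0 and 0.1. In C2C12 these medians were -0.17 (70.0%), -0.0306 (56.7%), -0.17 (79.2%), -0.10 (65.2%), -0.15 (79.1%), -0.13 (73.3%), -0.15 and -0.10. The median Gini difference in HEK293T was 0.00434 over every transcript (59.3% higher in KO), 0.00464 over genes with 1 transcript (65.4%) and 0.00283 over the longest transcripts (58.3%), with 60.9% higher without the genes lowest in level; over gene means of protein-coding transcripts it turned to -0.00286, with 46.2% higher, but with each such transcript as the unit it was 0.00395, with 55.7% higher. In C2C12 it was 0.00528 over every transcript, 0.00556 over protein-coding transcripts (56.9%) and 0.00872 without the genes lowest in level (61.2%), and over genes with 1 transcript it turned to -0.00033, with 49.4% higher.

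The correlation of log2 KO/WT between lines turned to -0.0304 over protein-coding transcripts. Over every protein-coding transcript, the HEK293T relation to GC content turned to -0.0142 and that to 3' UTR length was 0.263, while the C2C12 relations to transcript length and 3' UTR length were 0.0697 and 0.0678. With random lists from all genes 22 HEK293T lists stood apart instead of 14, and 7 C2C12 lists instead of 9. A similar count can hide other lists: with the average divided by the maximum 17 and 10 lists stood apart, but only 8 and 3 of them on the side given in the report. The highest transcript of Ccna2 in C2C12 was at 0.0115 and so above 0, and 17 other values of single genes moved.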

Other observations

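The tests of a shared factor, of a factor on each transcript, of RNAs other than mRNA, of profile evenness and of coverage, the C2C12 and the scaled values of ATF4-responsive genes and the split by WT Gini index were chosen only after the result was seen. The ATF4 test was set after the stress genes and the median of all synthetases had been seen, but before the values of its own members; its need for a bootstrap interval, and for the same outcome wherever SARS1 is placed, was added after its value was seen. SARS1 was first put in the ATF4-responsive set and, because its value had been seen, was taken out of both sets of synthetases before the test was run.

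Genes known to respond to ATF4, a transcription factor of the amino acid response, had low values in HEK293T KO. They were picked for the test below and not by the rule for named genes. The transporter subunit SLC3A2 was at -1.61, cystathionine gamma-lyase (CTH) at -1.38, the glutamine transporter SLC38A2 at -1.26, the serine synthesis enzyme PHGDH at -1.25, the transcription factor CEBPG at -1.17 and the tRNA exporter XPOT at -1.05, while VLDLR was at -0.20. Among cytosolic synthetases, WARS1 (-1.34), YARS1 (-1.28), LARS1 (-1.24), NARS1 (-1.23), IARS1 (-1.23), MARS1 (-1.22) and AARS1 (-1.22) lay close together. HARS1 (-0.06), QARS1 (-0.08) and VARS1 (-0.18) lay near 0. Divided by the maximum, SLC3A2 (-0.69) and PHGDH (-0.81) stayed below 0, while CTH (0.48), SLC38A2 (0.14), CEBPG (0.02), XPOT (0.04), VLDLR (0.47) and WARS1 (0.05) lay above it.

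In C2C12 the same 11 ATF4-responsive synthetases had a median of -0.14 (9 lower, percentile 45.6), and the 8 others compared with them -0.08. The 12 listed members of the other ATF4-responsive genes had a median of -0.28 (10 lower, percentile 1.01, and 4.09 with the Gini match), with Nupr1 at -0.49, Atf5 at -0.48 and Slc7a1 at 0.21. After division by the maximum or the standard deviation this median was -0.09 and -0.01, at percentiles 95.6 and 84.0.

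HEK293T protein-coding transcripts with the most even WT profiles had the lowest values. Over 5 groups by WT Gini index their median log2 KO/WT was -0.71, -0.50, -0.44, -0.28 and -0.13 from the most to the least even. The median WT average fell from 0.226 to 0.147 over these groups, while the median KO average stayed between 0.133 and 0.146. Because the WT profile is on both sides of this split, regression to the mean may contribute. In C2C12 the median log2 KO/WT was -0.10, -0.16, -0.18, -0.21 and -0.13.

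Whether 1 factor shared by all transcripts accounts for the lower average reactivity in HEK293T KO is not decided by the split by WT Gini index. Protein-coding transcripts with the most even WT profiles had a median lower than the least even by a difference of -0.58. But the groups were cut on the WT profile and the change contains the WT average, so regression to the mean may contribute. RNAs other than mRNA are argued against, since genes with a protein-coding transcript were lower than those without by a difference of -0.13. A factor on each transcript, from depth or from the division by the WT scale, cannot be told apart from a structural change spread evenly over each transcript. A factor that multiplies the whole profile cancels when the average is divided by the standard deviation of the same profile, and so would such an even change. With that division the median was -0.0284. Whether depth acts as a plain factor was not tested, because RT stop counts were not used. An effect of the loss of DHX36 on structure stays open, untested.

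The low values of stress response genes in HEK293T KO may reflect an active ATF4 transcription programme in the KO cells, but the test does not decide it. All 19 further ATF4-responsive genes that the test named were lower (median -0.85, percentile 0), and ATF4-responsive synthetases were lower than the 8 others compared with them by a difference of -0.80 (bootstrap interval -1.11 to -0.24), which became -0.67 (interval -1.13 to 0.00472) with SARS1 among the others. Divided by the maximum or the standard deviation, that difference was -0.09 and -0.05, the 19 genes had medians of 0.07 and 0.01 (percentiles 71.2 and 24.9), and the stress response list kept -0.26 and -0.16. Profile evenness and level are argued against, since that list lay at percentile 0 of random lists matched on both. Whether these mRNAs became more abundant and so more deeply covered, at a list median of -1.23, cannot be told apart from a change in structure without RT stop counts, and an effect of DHX36 on their structure stays open, untested.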
